A study of Mus musculus with 12 samples. Its data were reported in "Mof-associated complexes have overlapping and unique roles in regulating pluripotency in embryonic stem cells and during differentiation" (2014).

How the data were processed

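RNA from male mouse embryonic stem cells (mESCs, line E14.wt) was measured on 12 Affymetrix GeneChip Mouse Gene 2.0 ST arrays. The labels describe 2 experiments, A and B. Experiment A holds 3 arrays labelled shcontrol_A, from cells given a non-target short hairpin RNA (shRNA) by lentivirus, and 3 arrays labelled shMsl1_A, from cells given an shRNA against Msl1. Experiment B holds 3 arrays labelled shcontrol_B and 3 arrays labelled shNsl1_B, from cells given an shRNA against the gene that the study calls Nsl1. The cells had been kept on feeder cells and were then cultured for a passage without them. The methods of the study describe the replicates as biological and independent, whereas the labels do not say whether they were separate cultures, so p-values measure the spread between these arrays. Sequencing depth has no counterpart here, and the number of arrays limits the precision.

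The authors summarised the scanned arrays with Affymetrix Expression Console 1.1 by robust multi-array average (RMA) with default settings, which corrects the background, applies quantile normalization between arrays and summarises the probes of each probe set. The deposited values are log2 signals for 41345 probe sets on each array. All values were used as deposited, and no probe set was filtered out. The probe sets were named by the symbols of the platform annotation. A RefSeq gene table of mouse assembly GRCm38.p6 served only to match older names in the gene lists. By this annotation 23521 probe sets had 1 gene symbol, 1814 had several and 16010 had none. No control probe sets were set apart, so any among them stayed in the tests. Positions are not given because the build of the array annotation is not given in the sources used here. The protein that the study calls Nsl1 is the subunit of the non-specific lethal (NSL) complex encoded by Kansl1. The mouse symbol Nsl1 belongs to another gene, of the kinetochore, and both were examined.

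Each knockdown was compared with the control arrays of its own experiment in R 4.3.3 with limma 3.58.1 (lmFit and eBayes, two-sided moderated test, no covariate), with Benjamini-Hochberg adjustment over all 41345 probe sets and a threshold of 0.05 on the adjusted p. The difference between the 2 knockdown effects was tested in a fit of all 12 arrays with 4 group means. The 2 control groups were also compared with each other. This main design was fixed before the data were examined. The study selected genes by fold change rank ordering statistics (FCROS), which ranks the fold changes of pairs of knockdown and control arrays. It makes no adjustment for the number of probe sets. The text of the study does not state how many pairs or which trim were used. FCROS was written anew here, with all 9 pairs per comparison, a trim of 0.25 and limits of 0.025 and 0.975, and was used as an alternative. Single genes were also compared by an exact permutation test, two-sided, whose smallest p with 3 arrays against 3 is 0.1. It treats the arrays as unpaired.

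Before the data were examined, 30 gene lists with 1112 different genes were written down, of which 973 were measured. They cover the MSL and NSL complexes, pluripotency, lineage markers, the cell cycle, metabolism, stress, histones and markers of feeder fibroblasts. For each list of at least 5 measured genes, 28 in all, limma's camera compared the list with all other genes, with 1 probe set per gene (the one with the highest mean) and a preset correlation of 0.01, adjusted over the lists of a comparison. Camera with an estimated correlation was the alternative. Of the lists, 3 hold genes that the study itself named, and those on intraflagellar transport, glutathione S-transferases, lysosomal proteins and imprinted genes were prompted by gene names in a gene list of the study. The study drew its lists of changed genes from these same arrays, so tests of these gene lists may be circular.

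The genes named in the text followed a rule. They are the targeted genes, up to 10 passing probe sets per direction with the largest change and with all knockdown arrays beyond all control arrays, filled up to 5 with the smallest p where fewer passed, the 2 to 4 members with the smallest p of each described list for which examples are given, all members of the MSL and NSL complexes, the genes Pou5f1, Sox2 and Nanog, and the genes that the study measured by RT-qPCR. Names of small RNAs and of provisional gene models were left out. A gene with several probe sets is given by the one with the highest mean.

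The labels give the same replicate numbers to the 2 groups of an experiment. In experiment B the deviations of same-numbered arrays from their group means correlated across probe sets at 0.767, 0.326 and 0.704 for replicates 1, 2 and 3. The numbers were therefore taken to pair the arrays of experiment B, and the fit with a replicate block is given where it changes a call. Other alternatives were the scaling of the arrays, filters on dim or unnamed probe sets, pooled controls, variance models, array weights, stricter thresholds, and leaving out each array in turn.

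The fits were tested on simulated data made from the spread of each comparison, with 41345 probe sets. In the simulated Msl1 comparison, limma called 0% of the probe sets changed by 0.50 on the log2 scale, 65.7% of those changed by 1.00 and 93.9% of those changed by 2.00. In the simulated Nsl1 comparison these shares were 0%, 50.7% and 93.9%. Limma called 4 unchanged probe sets in the first and 2 in the second simulation, whereas FCROS called 1947 and 1952 unchanged probe sets.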

Results

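Gene expression was measured on 12 arrays from mESCs given an shRNA by lentivirus, with 3 arrays in each of 4 groups. Experiment A compared Msl1 knockdown (shMsl1_A) with its controls (shcontrol_A), and experiment B compared Nsl1 knockdown (shNsl1_B) with its own controls (shcontrol_B). Msl1 is the scaffold of the male-specific lethal (MSL) complex, and Nsl1, encoded by Kansl1, is the scaffold of the NSL complex. Both complexes contain the histone acetyltransferase Mof, encoded by Kat8. The values were log2 signals from RMA, and the median signal of an array lay between 5.58 and 5.78. The lowest correlation between 2 arrays of a group was 0.965 and the highest was 0.995. The mean SD between the arrays of a group was 0.16 for shcontrol_A, 0.25 for shMsl1_A, 0.22 for shcontrol_B and 0.24 for shNsl1_B on the log2 scale.

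The targeted genes were examined first, because their level checks the labels. Msl1 (probe set 17256162) had log2 signals of 8.56, 6.90 and 8.62 on the arrays labelled shcontrol_A 1, 2 and 3. On the arrays labelled shMsl1_A 1, 2 and 3 it had signals of 6.77, 9.18 and 7.64. In experiment B, where Msl1 was not targeted, the controls had signals of 8.84, 8.64 and 8.79 and the Nsl1 knockdown arrays had signals of 9.17, 9.02 and 9.004. The Msl1 level thus went against the labels on 2 arrays, being low on the array labelled shcontrol_A 2 and high on the array labelled shMsl1_A 2. As labelled, the mean was 7.86 ± 1.22 (SD, n = 3) after knockdown and 8.03 ± 0.98 (SD, n = 3) in the controls, a log2 fold change of -0.16 ± 0.74 (SE) with an adjusted p of 0.953 by limma, and it ranged from -0.82 to 0.39 when any 1 array was left out. The study counted Msl1 among the genes lower after its knockdown, which the level on the arrays as labelled did not show. Whether the labels are right was not settled here, and all directions given below for experiment A rest on them.

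**Figure D1:**
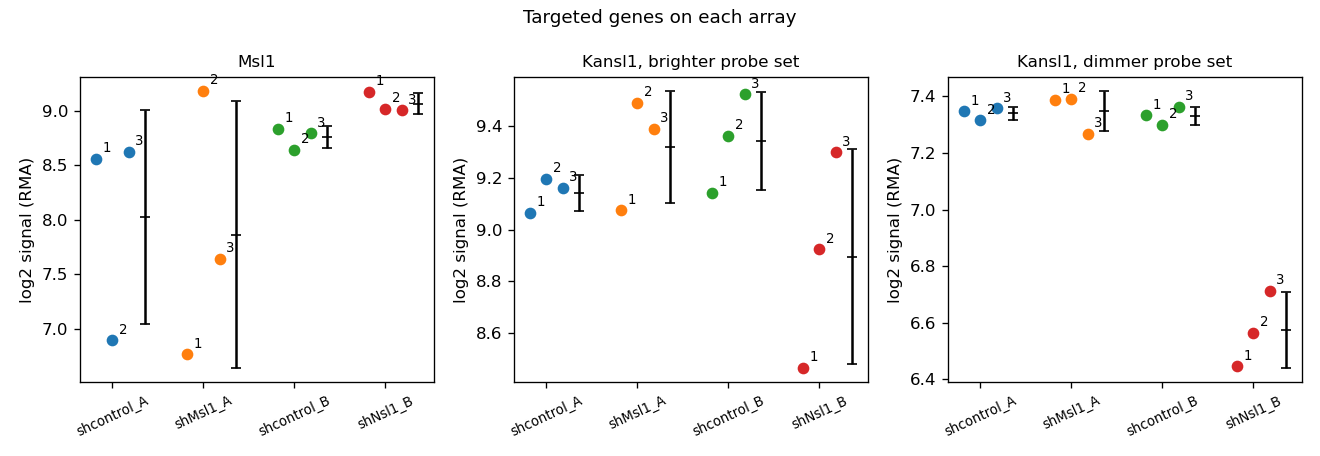
Log2 RMA signals of Msl1 (left), of the brighter probe set of Kansl1 (middle) and of its dimmer probe set (right) on each of the 12 arrays, by labelled group. Points are arrays with their replicate number, and bars are the mean and SD of 3 arrays. Msl1 is at 6.90 on the array labelled shcontrol_A 2 and at 9.18 on the array labelled shMsl1_A 2, whereas the dimmer Kansl1 probe set is lower on all 3 shNsl1_B arrays than on their controls.

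For Kansl1, the array holds 2 probe sets. The dimmer probe set (17547591) was lower on all 3 shNsl1_B arrays than on any control array, at 6.57 ± 0.13 (SD, n = 3) against 7.33 ± 0.03 (SD, n = 3), which is 59.2% of the control level. Its log2 fold change of -0.76 ± 0.10 (SE) had an adjusted p of 0.297 by limma, and the exact permutation test, two-sided, gave p = 0.1, the smallest value that 3 arrays against 3 allow. The brighter probe set (17270621) had a log2 fold change of -0.45 ± 0.23 (SE), with 2 of 3 knockdown arrays below the lowest control, an adjusted p of 1.00 by limma and an exact permutation p of 0.2. Both permutation p-values leave out the pairing of the arrays of experiment B. The brighter probe set was lower in each same-numbered pair of experiment B, at 8.47, 8.92 and 9.30 against 9.14, 9.36 and 9.52. With the replicate block, limma gave an adjusted p of 0.185 for the brighter and 0.104 for the dimmer probe set. The kinetochore gene with the mouse symbol Nsl1 (17220776) had a log2 fold change of -0.01 ± 0.10 (SE) after Nsl1 knockdown.

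After Nsl1 knockdown, genes for intraflagellar transport and the BBSome, which build and supply the primary cilium, fell together. Of the 54 measured members, 50 were below their controls, and the median log2 fold change was -0.41 (camera, adjusted p = 2.49e-23). This shift held with an estimated correlation (adjusted p = 0.00747). The members with the smallest p were Ttc26 (-1.25 ± 0.13, SE), Bbs5 (-0.83 ± 0.11), Bbs9 (-0.84 ± 0.11) and Ift22 (-0.99 ± 0.14), with adjusted p from 0.21 to 0.334 over all probe sets. When adjusted over the list alone, 21 members were lower and 0 were higher, against 0 members over all probe sets. Because gene names in a list of the study prompted this gene list, it is not independent evidence of the shift or of its direction. The study drew its lists of changed genes from these same arrays. The camera p-values and the count over the list alone may therefore be circular.

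Among the glutathione S-transferases and redox enzymes, which detoxify reactive compounds, 24 of 39 members were below their controls after Nsl1 knockdown. The list median was -0.03 and its mean -0.17 (camera, adjusted p = 0.0196, but adjusted p = 0.898 with an estimated correlation), and the median ranged from -0.12 to 0.024 when any 1 array was left out, with the call kept in 4 of 6 cases. When adjusted over the list alone, 5 members were lower, and 0 passed over all probe sets. The members with the smallest p were Gstt3 (-0.97 ± 0.09, SE), the mitochondrial and peroxisomal transferase Gstk1 (-1.35 ± 0.13), Gstm4 (-1.09 ± 0.16) and Gstm7 (-0.48 ± 0.09). This list, too, was prompted by names in the study.

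Proteins of the mitochondrial ribosome were lower as a list after Nsl1 knockdown, with 60 of 71 members below their controls and a median log2 fold change of -0.20 (camera, adjusted p = 1.39e-06, but adjusted p = 0.898 with an estimated correlation), which ranged from -0.35 to -0.064 when any 1 array was left out, with the call kept in 5 of 6 cases. Mrps15, also among the RT-qPCR genes, had a log2 fold change of -0.53 ± 0.12 (SE), and Mrpl55 one of -0.56 ± 0.16. Nuclear-encoded genes of oxidative phosphorylation had a median of -0.08, with 51 of 71 members below their controls (adjusted p = 0.0343, and adjusted p = 0.898 with an estimated correlation), and a range from -0.18 to 0.029 when any 1 array was left out, with the call kept in 2 of 6 cases. Examples were Ndufa3 (-0.38 ± 0.12) and Ndufv1 (-0.52 ± 0.17), subunits of complex I. None of these members passed the test over all probe sets.

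Further lists passed camera in the upward direction after Nsl1 knockdown, each without passing with an estimated correlation. Genes of the ATF4 and unfolded protein response had a median of 0.12, with 23 of 29 members above their controls (adjusted p = 0.00156, and adjusted p = 0.821 with an estimated correlation), among them the stress factor Ddit3 (0.55 ± 0.14, SE) and the lipoprotein receptor gene Vldlr (0.55 ± 0.14). The p53 target genes and CDK inhibitors had a median of 0.18, with 22 of 30 above (adjusted p = 0.00335, and adjusted p = 0.821 with an estimated correlation), among them Ei24 (0.27 ± 0.10) and the DNA repair gene Ercc5 (0.28 ± 0.11). Neural progenitor genes had a median of 0.09, with 28 of 39 above (adjusted p = 0.0343), and Polycomb-target developmental regulators had a median of 0.04, with 82 of 128 above (adjusted p = 0.0279). Both had an adjusted p of 0.898 with an estimated correlation, and Pou3f3 (0.41 ± 0.11), a neural transcription factor, belongs to both, next to Neurog1 (0.20 ± 0.09) in the first and Bmp7 (0.52 ± 0.15) in the second. When any 1 array was left out, the medians ranged from 0.060 to 0.26 for the ATF4 and unfolded protein response, 0.066 to 0.19 for p53 target genes, -0.0099 to 0.15 for neural progenitor genes and 0.014 to 0.088 for Polycomb targets, and all of these lists but the first lost the call without at least 1 of the arrays.

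The pluripotency network had a median of -0.00 after Nsl1 knockdown, with 16 of 33 members above their controls (camera, adjusted p = 0.62). Pou5f1 had a log2 fold change of -0.09 ± 0.10 (SE), Sox2 of -0.07 ± 0.20 and Nanog of -0.10 ± 0.09. The Mof-dependent pluripotency genes that the study named, which are not independent evidence, had a median of -0.02 (adjusted p = 0.525). The G1 to S and DNA replication genes had a median of -0.08 (adjusted p = 0.223) and the G2 and mitosis genes of -0.05 (adjusted p = 0.223). Of the genes measured by RT-qPCR in the study, Cdk6 had a log2 fold change of 0.49 ± 0.17 and Sox3 of 0.39 ± 0.28. The other members of the NSL complex lay between -0.03 (Mcrs1) and 0.23 (Phf20), with Kat8 at 0.01. Of the MSL members, Msl1 was at 0.31 ± 0.10 (SE), Msl2 at 0.18 and Msl3 at -0.44. None of these genes passed the test.

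Over all probe sets, limma called 0 after Nsl1 knockdown, with a smallest adjusted p of 0.163, and FCROS called 766 higher and 1389 lower. At an unadjusted p under 0.05 there were 2175 probe sets by limma, where chance gives 2067.25 for unpaired arrays. Other groupings of the 6 arrays that part all pairs gave 416, 448 and 443, in a test set up after the real count was seen. With the replicate block, which pairs the arrays, limma still called 0 probe sets. In that fit 6146 had an unadjusted p under 0.05 and the smallest adjusted p was 0.0845. The genes with the smallest p, which did not pass, were Zc4h2 (-1.14 ± 0.08, SE), Capsl (-1.53 ± 0.11), Morn4 (-1.07 ± 0.09), the zinc finger gene Zfp772 (-1.30 ± 0.11) and Gstt3 in the downward direction. In the upward direction they were Cachd1 (0.93 ± 0.13), the neural cell adhesion gene Nrcam (1.17 ± 0.20), Ndnf (0.57 ± 0.10), the retinal reductase Dhrs3 (0.74 ± 0.13) and Rims2 (0.57 ± 0.11). All knockdown arrays lay beyond all control arrays for 4258 probe sets, which is 10.3% where chance gives 10% for unpaired arrays. Because the numbers pair the arrays here, this share cannot tell whether there was an excess. A fit of all 12 arrays called 55 probe sets (1 higher and 54 lower), and the replicate block added 2 lists to those passing camera, the lysosomal proteins (adjusted p = 0.0115) and the feeder fibroblast markers (adjusted p = 0.0166), both with an adjusted p of 0.898 with an estimated correlation in the fit without the block. Without the array shNsl1_B 2, 4 lists passed camera instead of 8.

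For the arrays labelled shMsl1_A, the comparison asked which genes depend on the MSL complex, but 2 of its 6 arrays carried an Msl1 level against their labels. As labelled, lysosomal enzymes and membrane proteins were higher, with 43 of 47 members above the controls and a median log2 fold change of 0.36 (camera, adjusted p = 7.32e-17), among them Cln3 (0.64 ± 0.11, SE), Psap (0.53 ± 0.13) and Arsa (0.66 ± 0.16). This list was prompted by names in the study and is not independent evidence. Replication-dependent histone genes were lower, with 25 of 26 members below and a median of -0.62 (adjusted p = 8.36e-09), among them H2ac21 (-1.01 ± 0.32) and H2bc18 (-0.86 ± 0.29). Proteins of the mitochondrial ribosome were lower, with 65 of 71 members below and a median of -0.25 (adjusted p = 3.06e-10), among them Mrpl32 (-0.66 ± 0.15) and Mrpl13 (-0.42 ± 0.10). None of these lists passed with an estimated correlation (adjusted p = 0.325 for each). Markers of feeder fibroblasts, another cell type that the cultures had contained, were higher on the same arrays, with 37 of 40 members above and a median of 0.45 (adjusted p = 8.08e-09, and adjusted p = 0.325 with an estimated correlation), among them Tagln (1.00 ± 0.32) and Pdgfrb (1.15 ± 0.40). Without the 2 arrays whose Msl1 level went against their labels, the medians of the lists were -0.32 for replication-dependent histone genes and 0.22 for feeder fibroblast markers. When any 1 array was left out, they ranged from -0.96 to -0.39 and from 0.28 to 0.69, and that of mitochondrial ribosomal proteins from -0.40 to -0.17.

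The pluripotency network was lower on the arrays labelled shMsl1_A, with 30 of 33 members below the controls and a median of -0.34 (camera, adjusted p = 4.06e-07, and adjusted p = 0.325 with an estimated correlation). Tet1 (-0.34 ± 0.09, SE), Tet2 (-0.43 ± 0.13), which oxidise methylated DNA, and Sox2 (-0.49 ± 0.15) had the smallest p, whereas Pou5f1 was at -0.10 ± 0.11 and Nanog at -0.23 ± 0.17. The Mof-dependent pluripotency genes that the study named, which are not independent evidence, had a median of -0.19 (adjusted p = 0.0149, and adjusted p = 0.391 with an estimated correlation). Neural progenitor genes were lower, with 31 of 39 members below and a median of -0.15 (adjusted p = 0.000783), among them the neurofilament gene Nefm (-0.61 ± 0.14) and Sox1 (-0.82 ± 0.28). The G1 to S and DNA replication genes had a median of -0.21 with 42 of 45 below (adjusted p = 2.91e-07), among them Gins1 (-0.53 ± 0.15) and E2f1 (-0.37 ± 0.14), and the p53 target genes a median of 0.24 with 24 of 30 above (adjusted p = 0.000141), among them Cdkn1a (0.70 ± 0.18) and Plk2 (0.79 ± 0.30). With an estimated correlation, the adjusted p was 0.325 for each of these last lists, and fibroblast markers moved on the same arrays, with a median of 0.45. The array labelled shMsl1_A 1, with the lowest Msl1 signal of its group (6.77), stood apart. Its pluripotency genes were at 0.43 and its fibroblast markers at -0.61 from the group mean. On the array labelled shMsl1_A 2, with the highest Msl1 signal (9.18), pluripotency genes were at -0.29 and fibroblast markers at 0.43. When any 1 array was left out, the medians ranged from -0.51 to -0.19 for the pluripotency network, -0.32 to -0.12 for the Mof-dependent genes, which then lost the call in 2 of 6 cases, -0.22 to -0.10 for neural progenitor genes, -0.35 to -0.15 for G1 to S genes and 0.12 to 0.48 for p53 target genes.

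The genes chosen by the study for RT-qPCR after Msl1 knockdown were also examined, and they are not independent evidence. On the arrays labelled shMsl1_A, Pax6 had a log2 fold change of -0.81 ± 0.32 (SE), Nes of -0.08 ± 0.19, Hes5 of -0.19 ± 0.11 (0.17 by its other probe set), Map2 of -0.17 ± 0.14, Dvl3 of 0.24 ± 0.27 and Stat3 of -0.13 ± 0.15. In the MSL complex, Msl2 was at -0.04, Msl3 at 0.31 and Kat8 at -0.07, and in the NSL complex the values lay between -0.30 (Mcrs1) and 0.39 (Kansl3). None of them passed the test.

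Over all probe sets, limma called 0 between the arrays labelled shMsl1_A and shcontrol_A, with 3163 probe sets at an unadjusted p under 0.05 where chance gives 2067.25, and FCROS called 688 higher and 559 lower. The smallest adjusted p was 0.622. The genes with the smallest p, which did not pass, were Rhog (0.52 ± 0.08, SE), Cln3, Stard10 (0.50 ± 0.09), the vomeronasal receptor gene Vmn1r175 (0.46 ± 0.08) and the microfibril gene Mfap2 (0.56 ± 0.11) in the upward direction, and the protease inhibitor Spink1 (-0.77 ± 0.09), Wnk3 (-0.57 ± 0.10), G2e3 (-0.48 ± 0.09), the splicing factor Sf3b6 (-0.53 ± 0.10) and Zfp652 (-0.48 ± 0.09) in the downward direction. All arrays labelled shMsl1_A lay beyond all arrays labelled shcontrol_A for 5030 probe sets, which is 12.2% where chance gives 10%. The count rested on 1 array, because limma called 6771 probe sets (4281 higher and 2490 lower) without the array labelled shMsl1_A 1. Without that array, however, Msl1 itself had a log2 fold change of 0.39, above its controls. These calls therefore cannot be read as an effect of a lower Msl1 level. Without the 2 arrays whose Msl1 level went against their labels, an alternative added after seeing the data, limma called 0. With those arrays left out, 17 lists passed camera with its preset correlation, including 16 of the 17 that passed with all arrays.

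**Figure D2:**
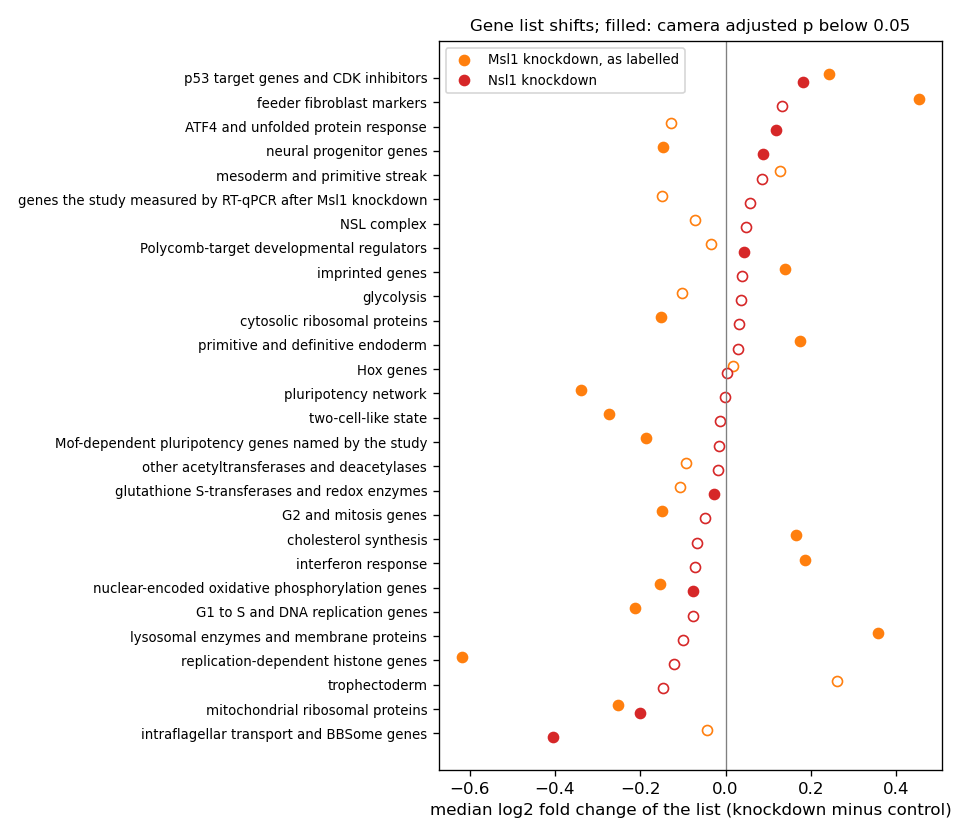
Median log2 fold change of the measured members of each of 28 gene lists (x axis), for the Msl1 comparison as labelled (orange) and the Nsl1 comparison (red), with lists ordered by the Nsl1 value. Filled points passed camera with its preset correlation at an adjusted p below 0.05. The intraflagellar transport and BBSome list, prompted by gene names in the study, stands lowest after Nsl1 knockdown, at -0.41. It is the list that also passed with an estimated correlation.

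The 2 knockdown effects were then compared directly, to ask which genes respond to one complex and not to the other. The intraflagellar transport and BBSome list differed between them, with a median difference (Msl1 minus Nsl1) of 0.34 and 46 of 54 members above 0 (camera, adjusted p = 6.49e-13, and adjusted p = 0.00829 with an estimated correlation). Gene names in a list of the study prompted this gene list, so its difference is not independent evidence. In a fit of all 12 arrays, limma called 4 probe sets, all with a positive difference. These were Pcbd1 (1.49 ± 0.13, SE, adjusted p = 0.0212), a cofactor-regenerating enzyme and coactivator, Gstk1 (1.42 ± 0.16, adjusted p = 0.0417), Morn4 (1.28 ± 0.14, adjusted p = 0.0417) and Zc4h2 (1.18 ± 0.13, adjusted p = 0.0417). Their log2 fold changes after Nsl1 knockdown were -1.26 ± 0.12, -1.35 ± 0.13, -1.07 ± 0.09 and -1.14 ± 0.08, whereas on the arrays labelled shMsl1_A they were 0.23 ± 0.08, 0.07 ± 0.09, 0.21 ± 0.12 and 0.05 ± 0.11, values that rest on labels that the Msl1 level went against. The count fell to 0 with quantile normalization or the replicate block, and without the 2 arrays whose Msl1 level went against their labels. It ranged from 0 to 3 when any 1 array was left out, and at an unadjusted p under 0.05 there were 2668 probe sets. The block also pairs arrays of experiment A that are taken to share only a number, so its 0 calls decide little.

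In the direct comparison, lysosomal proteins also differed, with a median of 0.47 and 45 of 47 members above 0 (camera, adjusted p = 3.81e-11, and adjusted p = 0.651 with an estimated correlation), and so did the pluripotency network, with a median of -0.38 and 30 of 33 below 0 (adjusted p = 4.85e-05, and adjusted p = 0.651 with an estimated correlation). Fibroblast markers had a median difference of 0.33 (adjusted p = 0.0317, and adjusted p = 0.752 with an estimated correlation). Of the 28 lists, 13 passed with the preset correlation and 1, intraflagellar transport and the BBSome, with an estimated one. Both that list and the lysosomal one were prompted by names in the study and are not independent evidence.

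The overlap of the 2 knockdowns could not be read from limma's calls, of which there were 0 in each. The FCROS calls shared 39 higher probe sets, where 12.7 would be shared by chance (Fisher's exact test, two-sided, p = 1.02e-09), and 30 lower ones, where 18.8 would be (p = 0.0125). These p-values treat the probe sets as independent, and the Msl1 calls rest on labels that the Msl1 level went against. In the simulations FCROS called 1947 and 1952 unchanged probe sets, against 1247 and 2155 calls here. The simulated probe sets varied independently, so those counts cannot say how many calls the comparisons would share. Because real probe sets are not independent and the labels are in doubt, the shared calls are not taken as evidence of a shared effect. Across 41345 probe sets, which are not independent replicates, the log2 fold changes of the 2 comparisons correlated with a Pearson r of 0.0979 and a Spearman rho of 0.11. The comparisons share no control array.

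A comparison of the 2 control groups is meaningful only if both experiments were normalized together, which the study does not state. By limma's calls, the control groups of the 2 experiments differed from each other more than either knockdown differed from its controls. FCROS ordered them the other way, with fewer calls here than in either knockdown comparison. Limma called 2238 probe sets, 839 higher and 1399 lower in shcontrol_B than in the arrays labelled shcontrol_A, with 12100 at an unadjusted p under 0.05, and FCROS called 31 higher and 94 lower. Linker histone genes were among the lower ones, with H1f2 (-1.45 ± 0.21, SE) and H1f6 (-1.70 ± 0.29), as were the cyclin gene Ccnd3 (-1.32 ± 0.18) and the meiotic genes Mnd1 (-1.29 ± 0.19) and Tex12 (-1.31 ± 0.21). Among the higher ones were the cadherin genes Pcdh7 (2.27 ± 0.47) and Cdh11 (1.37 ± 0.27), the matrix gene Ccdc80 (1.77 ± 0.22) and the immune checkpoint ligand Cd274 (1.34 ± 0.27). Fibroblast markers were higher in shcontrol_B, with 37 of 40 members above and a median of 0.63 (camera, adjusted p = 5.95e-10), replication-dependent histone genes were lower, with 26 of 26 below and a median of -0.60 (adjusted p = 5.51e-05), and so were mitochondrial ribosomal proteins, with 65 of 71 below and a median of -0.41 (adjusted p = 1.39e-07). Each of these lists had an adjusted p of 0.55 with an estimated correlation. The count was 0 with only probe sets above the median mean and with the replicate block, 8382 without the array shcontrol_B 1 and 0 without any other 1 of these arrays, the array labelled shcontrol_A 2 included. That block matched arrays of the 2 experiments by number alone, so its 0 calls decide nothing about the control groups.

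The arrays of a group also differed from each other along 1 shared direction, the first principal component of the deviations from the group means, which held 62.1% of the variance within groups. The scores ran from -0.51 on the array labelled shMsl1_A 1 to 0.37 on shNsl1_B 3. Along this axis 38 of 40 fibroblast markers rose, as did 44 of 47 lysosomal genes, whereas 25 of 26 histone genes, 67 of 71 mitochondrial ribosomal genes and 28 of 33 pluripotency genes fell. These are lists that passed camera on the arrays labelled shMsl1_A, and the mitochondrial ribosomal list also passed after Nsl1 knockdown. Whether the axis accounts for the fall of that list after Nsl1 knockdown was not tested. Of the 54 intraflagellar transport and BBSome genes, 20 rose and 34 fell along it.

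**Figure D3:**
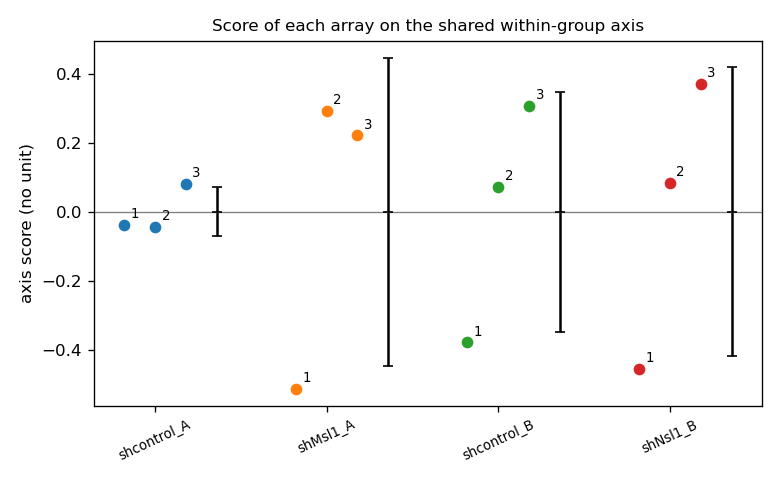
Score of each of the 12 arrays on the axis shared by the deviations from the group means (y axis, no unit), by labelled group. Points are arrays with their replicate number, and bars are the mean, which is 0 by construction, and the SD of 3 arrays. The arrays labelled shcontrol_A lie close together, whereas replicate 1 of each other group lies far below the rest of its group, at -0.51 for the array labelled shMsl1_A 1.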

Values the study reported

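The study reported 275 genes that were lower and 500 genes that were higher in Msl1 knockdown cells than in control cells, with Msl1 among the lower ones. After Nsl1 knockdown, it reported 1158 genes that were lower and 429 genes that were higher.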

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

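All tests of explanations in this part were chosen after the results were seen. The effects of the 2 knockdowns differed, by a test of the difference itself, for 4 genes and, by camera with its preset correlation, for 13 gene lists, of which 1 also passed with an estimated correlation. The difference (Msl1 minus Nsl1, log2) was 1.49 for Pcbd1, 1.42 for Gstk1, 1.28 for Morn4 and 1.18 for Zc4h2. It was 0.34 for the median of the intraflagellar transport and BBSome genes, the list that passed both ways. That list and the lysosomal one were prompted by names in the study, so their differences are not independent evidence. The medians of the lists that did not pass with an estimated correlation were 0.47 for lysosomal proteins, 0.33 for fibroblast markers, 0.22 for interferon response, 0.21 for cholesterol synthesis, -0.50 for replication-dependent histone genes, -0.38 for the pluripotency network, -0.33 for the two-cell-like state, -0.32 for the ATF4 and unfolded protein response, -0.23 for Mof-dependent pluripotency genes, -0.20 for neural progenitor genes, -0.19 for cytosolic ribosomal proteins and -0.15 for G1 to S genes. Each difference draws its Msl1 side from arrays whose labels the Msl1 level went against. No group was tested for outlying arrays, because groups of 3 are too small for that test. Chance was tested for the 4 calls with 100 regroupings of the 12 arrays, the real one included, of which 3 gave as many calls, with 8 as the highest other count. These regroupings mix the 2 experiments and ignore the pairs of experiment B. Of the 80 splits within each experiment that part those pairs, the real one included, 3 gave as many calls, with 32 as the highest other count, which points to a structure of the arrays other than the labelled groups. Both shares lie under 0.05, but because of that structure chance is not taken as excluded. A replicate block left 0 calls. It also pairs arrays of experiment A that are taken to share only a number, so this decides little.

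The fall of the intraflagellar transport and BBSome genes after Nsl1 knockdown had a median of -0.41. The distance between the groups of experiment B along the shared axis, applied to each gene's slope on it, gives a median of only -0.0084, which argues against that axis as the cause. Quantile normalization left the median at -0.42. RMA had already applied this step, so that value cannot tell whether the authors' normalization played a part. The biological explanation that the design offers, a loss of Nsl1, remains a hypothesis, because the list was prompted by the study and the 3 knockdown arrays share 1 shRNA, whose off-target effects were not tested.

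The Msl1 level went against the labels on 2 arrays of experiment A. The array labelled shcontrol_A 2 lay at -10.6 SD from the mean of the 6 arrays of experiment B, so the ordinary spread between arrays does not account for it. A failed knockdown on the array labelled shMsl1_A 2 and nothing else is argued against by the same control array, which lay 1.75 below the lowest array of experiment B, whose whole range was 0.53. An exchange of 1 label of each group may account for both arrays, since the highest array labelled shMsl1_A lay 0.54 above the lowest array of experiment B. Those values raised the explanation, however, so they do not test it, and labels exchanged in another way stay open too, and no biological explanation was tested. The study checked the Msl1 knockdown by RT-qPCR and Western blot and listed Msl1 among its lower genes. The RT-qPCR and Western blot do not say which array carries which label. Array values printed with the study's gene list were not used here to set the groups.

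The shared axis held 62.1% of the variance within groups. After quantile normalization of all arrays it held 61.2%, which argues against intensity differences left in the deposited values as its source. RMA had already applied such a step, so an effect of intensity before it was not tested. A batch shared by arrays of the same replicate number could account for it in experiment B, where same-numbered arrays differed by at most 0.0766 of a range of 0.824. In experiment A as labelled, same-numbered arrays differed by up to 0.475 of a range of 0.805, but because the Msl1 level puts the groups and numbers of these arrays in doubt, this decides nothing about such a batch. RNA of feeder fibroblasts cannot be told apart from a change in the cells themselves, because 95% of the fibroblast markers rose along the axis, but the epithelial keratins Krt8 (1.89) and Krt18 (1.94) rose more than the collagens Col1a2 (0.90) and Col3a1 (0.79), and Col1a1 (2.47) rose most of these.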

How the results depend on the processing

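The alternatives chosen after seeing the data were those without the 2 arrays whose Msl1 level went against their labels, the other probe set of Kansl1, the axis score as a covariate and the 2 combined with the replicate block; all others were fixed before. The 0 calls of limma after Msl1 knockdown became 9316 with array weights and 1247 with FCROS, and 0 to 6771 when 1 array was left out. The 0 calls after Nsl1 knockdown became 2 with only probe sets of 1 gene symbol, 55 in a fit of all 12 arrays, 86 with pooled controls, 749 with array weights (whose estimation stopped before it converged), 71 with the replicate block and only probe sets above the median mean, and 2155 with FCROS, and stayed 0 whichever array was left out. The 4 calls for the difference became 0 with each array shifted to the same median, with quantile normalization, with the replicate block, with an intensity trend and robust prior, and without the 2 arrays named first, 1 with only probe sets above the median mean, and 0 to 3 without 1 array. The overlap of 0 became 69 with FCROS. The 2238 calls between the control groups became 0 with only probe sets above the median mean and with the replicate block, and 0 to 8382 without 1 array. For the control groups that block matched arrays by number alone. With an estimated correlation, 17 called lists became 0 after Msl1 knockdown and 8 became 1 after Nsl1 knockdown, the latter 4 to 12 without 1 array. The cause was not tested in any of these.

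The log2 fold change of Msl1 ranged from -0.82 to 0.39 without 1 array. For genes near 0 on the arrays labelled shMsl1_A, the ranges were -0.10 to 0.021 for Msl2, -0.00041 to 0.13 for Ogt and -0.26 to 0.058 for Nes. After Nsl1 knockdown they were -0.16 to 0.21 for Kat8, -0.045 to 0.19 for Wdr5, -0.045 to 0.20 for Ogt, -0.057 to 0.20 for Kansl2, -0.14 to 0.12 for Hcfc1, -0.31 to 0.22 for Mcrs1, -0.073 to 0.52 for Pax6, -0.085 to 0.013 for Hes5, -0.11 to 0.47 for Nes, -0.094 to 0.0095 for Dvl3, -0.060 to 0.059 for Map2 and -0.24 to 0.066 for Sox2. The medians of lists ranged from -0.0099 to 0.15 for neural progenitor genes, -0.18 to 0.029 for oxidative phosphorylation and -0.12 to 0.024 for glutathione S-transferases. Another probe set turned the sign of Hes5 (0.17 and 0.038 in the 2 comparisons), Rps19 (0.053) and Prdm12 (0.086), and quantile normalization that of Map2 after Nsl1 knockdown (0.012). The cause was not tested. Of the values of named genes without 1 array, 63 kept their sign and newly passed the threshold on the arrays labelled shMsl1_A, and 9 named genes did so after Nsl1 knockdown in the fit of all 12 arrays.

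In experiment A as labelled, same-numbered arrays are taken to share only a number, with correlations of their deviations of 0.05, -0.23 and 0.21 that rest on labels that the Msl1 level went against, and the replicate block left 0 calls. In experiment B, where the numbers pair the arrays, the replicate block left 0 calls, with 6146 probe sets at an unadjusted p under 0.05, and 10 called lists; beyond the lists named in the report it changed no call. The axis score as a covariate left 0 calls and 9 called lists after Nsl1 knockdown; because it is centred within groups it cannot move a fold change, so the unmoved medians say nothing. Dim signals limit what the arrays can show, since the lower 20% of values on an array lay under about 4.01 to 4.08.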

Other observations

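The tests of other splits in this part were set up after the real counts were seen. Several gene groups not described above also passed camera on the arrays labelled shMsl1_A, each with an adjusted p of 0.325 with an estimated correlation. Cytosolic ribosomal proteins had a median of -0.15 with 53 of 59 members below the controls (adjusted p = 1.2e-06), oxidative phosphorylation genes -0.15 with 65 of 71 below (adjusted p = 3.99e-06) and G2 and mitosis genes -0.15 with 33 of 37 below (adjusted p = 4.15e-05). Genes of the two-cell-like state, a rare state of mESCs, had a median of -0.27 with 19 of 22 below (adjusted p = 0.00115), among them Arg2 (-0.64 ± 0.20, SE) and Zscan4a (-0.31 ± 0.11). In the other direction, interferon response genes had a median of 0.19 with 20 of 25 above (adjusted p = 0.000141), among them Ifi35 (0.66 ± 0.16) and Stat2 (0.36 ± 0.11), cholesterol synthesis genes 0.16 with 15 of 19 above (adjusted p = 0.000799), imprinted genes, a list prompted by names in the study, 0.14 with 24 of 34 above (adjusted p = 0.00227), with Magel2 at -0.36 ± 0.11 and Igf2r at 0.56 ± 0.18 as the members with the smallest p, and endoderm markers 0.18 with 17 of 24 above (adjusted p = 0.00433). Feeder fibroblast markers were higher on the same arrays (median 0.45, 37 of 40 above, adjusted p = 8.08e-09), and on the array labelled shMsl1_A 1 they stood at -0.61 from the group mean. All these directions rest on labels that the Msl1 level went against on 2 arrays. Without those 2 arrays, the list of the two-cell-like state no longer passed, whereas the others named here passed in the same direction. When any 1 array was left out, the medians ranged from 0.084 to 0.19 for imprinted genes, which lost the call in 1 case, 0.11 to 0.23 for interferon response and 0.10 to 0.17 for cholesterol synthesis.

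After Nsl1 knockdown, the lysosomal proteins, a list prompted by names in the study, had a median of -0.10 with 32 of 47 members below the controls (camera, adjusted p = 0.0629, adjusted p = 0.0115 with the replicate block, and adjusted p = 0.898 with an estimated correlation and no block). The members with the smallest p were Scarb2 (0.54 ± 0.12, SE), Ctsf (-0.36 ± 0.11), Man2b2 (-1.07 ± 0.33) and Siae (-1.13 ± 0.37). Other acetyltransferases and deacetylases had a median of -0.02 (adjusted p = 0.502), and 2 members, Sirt2 (-0.74 ± 0.13) and Hdac8 (-0.57 ± 0.10), had the smallest p. Adjusted over the list alone, 2 members were lower, and 0 passed over all probe sets.

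Counted as named genes by FCROS, the method of the study, 278 were lower and 198 higher on the arrays labelled shMsl1_A, and 1060 were lower and 294 higher after Nsl1 knockdown. The counts of higher genes in both comparisons and of lower genes after Nsl1 knockdown are below the values quoted from the study above. Counted as probe sets, named or not, the calls were 559 lower and 688 higher on the arrays labelled shMsl1_A, and 1389 lower and 766 higher after Nsl1 knockdown, all above those values, so that the result of such a comparison depends on the unit counted. In experiment A it depends also on the labels, which the Msl1 level went against on 2 arrays.

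Other splits of the 6 arrays of an experiment 3 against 3 are too few for a share under 0.05. After Msl1 knockdown as labelled, all 10 splits gave as many calls as the real one, which gave 0, and the highest other gave 0. After Nsl1 knockdown, all 10 splits did so too, with 0 for the real one and 0 for the highest other. Where the real split gives 0, every split gives at least as many, so these shares test nothing. Between the control groups, 1 split of 10, the real one, gave 2238 calls and the highest other gave 0. At an unadjusted p under 0.05, the Msl1 comparison gave 3163 probe sets for the real split and up to 7294 for another, and the Nsl1 comparison gave 2175 and up to 8289, which points to a structure of the samples other than the labelled groups. In experiment B, where the numbers pair the arrays, the other splits that part all pairs, as the real one does, gave at most 448, and the rest, which keep a pair together, gave more.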
